# Transcriptomic-Metabolomic Profiling in Mouse Lung Tissues Reveals Sex- and Strain-Based Differences

**DOI:** 10.3390/metabo12100932

**Published:** 2022-09-30

**Authors:** Jolyn Fernandes, Katelyn Dunigan-Russell, Hua Zhong, Vivian Lin, Mary Silverberg, Stephanie B. Moore, ViLinh Tran, Dean P. Jones, Peter F. Vitiello, Lynette K. Rogers, Trent E. Tipple

**Keywords:** metabolomics, transcriptomics, xMWAS, sex differences, strain differences

## Abstract

Omics analyses are commonly used for identifying pathways and genes responsible for physiologic and pathologic processes. Though sex is considered a biological variable in rigorous assessments of pulmonary responses to oxidant exposures, the contribution of the murine strain is largely ignored. This study utilized an unbiased integrated assessment of high-resolution metabolomic profiling and RNA-sequencing to explore sex- and strain-dependent pathways in adult mouse lungs. The results indicated that strain exhibited a greater influence than sex on pathways associated with inflammatory and oxidant/antioxidant responses and that interaction metabolites more closely resembled those identified as differentially expressed by strain. Metabolite analyses revealed that the components of the glutathione antioxidant pathway were different between strains, specifically in the formation of mixed disulfides. Additionally, selenium metabolites such as selenohomocystiene and selenocystathionine were similarly differentially expressed. Transcriptomic analysis revealed similar findings, as evidenced by differences in glutathione peroxidase, peroxiredoxin, and the inflammatory transcription factors RelA and Jun. In summary, an multi-omics integrated approach identified that murine strain disproportionately impacts baseline expression of antioxidant systems in lung tissues. We speculate that strain-dependent differences contribute to discrepant pulmonary responses in preclincal mouse models, with deleterious effects on clinical translation.

## 1. Introduction

Omics analyses have become state-of-the-art for identifying pathways and genes responsible for physiologic and pathologic processes. Transcriptomic investigations in mouse lungs have revealed distinct patterns of differentially expressed genes in both sexes in response to newborn hyperoxia exposure, specifically in antioxidant pathways [1,2]. Others have noted substantial differences between inbred mouse strains [2,3,4,5,6] and interactions between sex and strain in the context of oxidant/antioxidant reactions to oxidant stress, specifically hyperoxia exposure [2,6,7,8,9]. While the identification of alternatively expressed genes and proteins have contributed significantly to our understanding of numerous pulmonary pathologies, metabolomic analyses have gained wide-spread acceptance as a novel platform that can provide functional information on biochemical pathways downstream of transcripts and proteins. For this reason, metabolomics has added value for understanding stress responses to toxic exposures [10]. At present, there is a paucity of unbiased information on baseline differences in metabolite profiles between mouse strains and sexes.

Oxygen therapy is used to treat pulmonary insufficiency in premature infants and critically ill patients with downstream effects on lung development and function. Our lab has focused on the mechanisms of hyperoxic lung injury in newborn and adult mouse models, and we and others have identified altered expression of inflammatory and oxidant/antioxidant genes [5,11,12,13]. We have previously reported that C3H/HeN and C57Bl/6N mice and male and female mice exhibit differential susceptibilities to hyperoxia [5,12,14,15]. Furthermore, we have identified significant differences in nuclear factor E2-related factor (Nrf2, an antioxidant transcription factor) activity between these strains, which led to differential responses to therapeutic interventions [5]. Furthermore, the National Institutes of Health and similar agencies consider sex as a biological variable to be a prerequisite for scientific rigor. Collectively, these observations prompted the present study investigating differential pulmonary expression of inflammatory, oxidant, and antioxidant pathways utilizing an integrated multi-omics approach.

The current investigation was designed to explore strain-based (C3H/HeN vs. C57Bl/6N) differences, sex-based (male vs. female) differences, and sex/strain-based interactions in adult lungs using a combination of metabolomic profiling integrated with RNA-sequencing. Given our previously published findings in these two strains and our interests in understanding strain-based differences in response to oxidant stress, we chose unbiased approaches to define baseline inflammatory and antioxidant genes in the absence of exogenous stimulus. A source-matched sample cohort (different samples from the same biological organism) was obtained for omics analyses, and the data were analyzed using both conceptual and pathway-based integration platforms [16]. Our goal was to identify unperturbed differences within each strain and sex that might influence the differential pulmonary responses to oxidants, and environmental and/or xenobiotic exposures.

## 2. Materials and Methods

### 2.1. Mice

C57Bl/6N and C3H/HeN adult mice (6–8 weeks old) were purchased from Harlan (Indianapolis, IN). After acclimation, the mice were euthanized and lung tissues were snap-frozen and stored at −80 °C until needed. A total of 12 mouse lungs were analyzed, comprising equal numbers of each strain, C57Bl/6N (C57B) and C3H/HeN (C3H), and sexes (males (M) and females (F)). As such, we had n = 3 for each of the four groups, including C3HM, C57BM, C3HF, and C57BF. Animal studies were performed at The University of Alabama Birmingham using protocols approved by the Institutional Animal Care and Use Committee (IACUC #20001). Additionally, studies were conducted in accordance with ARRIVE guidelines.

### 2.2. High-Resolution Metabolomics

For metabolomics, the samples were prepared as previously described by Chandler et al. [17] Twenty to thirty milligrams of lung tissue were extracted by homogenization in 15 µL/mg of 2:1 acetonitrile:water containing a mixture of stable isotope-labeled internal standards [18]. The samples were incubated on ice for 30 min and then centrifuged to remove precipitates. The supernatants were stored at 80 °C until LC/MS analysis [17]. High-resolution mass spectrometry with liquid chromatography was used to collect metabolic data of lungs from mice [19]. Briefly, the samples were analyzed with three technical replicates using hydrophilic interaction liquid chromatography (HILIC) (Waters Xbridge BEH amide column) on an Orbitrap Fusion Tribrid Mass Spectrometer (Thermo Scientific, Waltham, MA, USA). Flow rate was maintained at 0.35 mL/min until 1.5 min, increased to 0.4 mL/min at 4 min, and held for 1 min. Solvent A was 100% LC-MS grade water, solvent B was 100% LC-MS grade acetonitrile, and solvent C was 2% formic acid (*v/v*) in LC-MS grade water. The initial mobile phase conditions were 22.5% A, 75% B, and 2.5% C, with linear gradient set to 77.5% A, 20% B, and 2.5% C, resulting in a total analytical run time of 5 min. The instrument conditions were spray voltage, 3500 (V); capillary temperature, 300 °C; sheath gas flow, 45 (arbitrary units); auxillary gas flow, 25 (arbitrary units); spare gas flow, 1 (arbitrary units); max spray current, 100 (μA); probe heater temperature, 200 °C. Data extraction and filtration were performed by apLCMS [20] and xMSanalyzer [21].

There were 19,559 metabolite features extracted for downstream statistical analysis. Data were filtered for strain and sex resulting in 15,532 metabolites. The LIMMA two-way ANOVA, LIMMA decide test, and partial least squares discriminant analysis (PLS-DA) were implemented by R version 4.1.0 with package xmsPANDA version 1.3.2 (https://github.com/kuppal2/xmsPANDA) to select significant features by either sex, strain, or interaction. Data filtration criteria included replacing missing values by half feature minimum value to include data with at least 70% values for each technical replicate, 50% values throughout each feature, and 50% values for each group. The significant threshold was set at *p* < 0.05, with the correction for false discovery rate (FDR) at *q* < 0.05 using Benjamini and Hochberg (BH) correction method [22]. For annotation of metabolites, xMSannotator [23] was used based upon Human Metabolomics DataBase (HMDB) and Kyoto Encyclopedia of Genes and Genomes [24] with 5 ppm tolerance. To investigate and identify the principal metabolites associated with each factor across all groups, an unsupervised two-way hierarchical clustering analysis (HCA) was performed. To perform the metabolomic enrichment analysis, all significant metabolite features by each factor were analyzed in Python version 3.9.6 with package mummichog version 2.4.4 [19]. Significant pathways were selected using cut off value at *p* < 0.05.

### 2.3. Transcriptomics by RNA-Sequencing

Transcriptomics analyses were performed by Genewiz, Inc. (South Plainfield, NJ, USA) using the following protocol. Library Preparation with polyA selection and HiSeq Sequencing RNA samples received were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina following manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were first enriched with Oligo(dT) beads. Enriched mRNAs were fragmented for 15 min at 94 °C. First-strand and second-strand cDNAs were subsequently synthesized. cDNA fragments were end-repaired and adenylated at 3′ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by limited-cycle PCR. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were clustered on lanes of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq instrument (4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp Paired End (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated from Illumina HiSeq was converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification. Derived sequences were processed by applying a custom computational pipeline [25], wherein reads generated were mapped to the mice genome (mm10) using open source gSNAP [26] and expression (FPKM) derived by Cufflinks [27].

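The authors deposited 1 table of FPKM values for the lungs of 48 mice, in which 47561 genes are listed by Ensembl identifier and symbol. Of these, 47145 were found by identifier in the GENCODE M21 annotation of GRCm38, the assembly also known as mm10. A total of 20454 genes were listed at 0 in all 48 lungs. The 4216 genes on chromosomes X, Y and M were listed at 0 in every lung, among them 1142 protein coding genes. On the other 19 chromosomes, 17331 of 20439 protein coding genes (84.8%) were above 0 in at least 1 lung. Xist, which is expressed from the inactive X chromosome of females, and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were among those listed at 0. The sex of each mouse was therefore taken from the sample labels and was not checked against sex-linked transcripts. Akap5 was listed at 999999999 in 7 lungs, 1 of them among the 12 used for the comparisons of strain and sex, and was left out.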

There were 47,561 transcripts annotated with an official gene symbol and used in this study. 

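Filters on low values were compared over the 12 lungs of C3HM, C57BM, C3HF and C57BF. A value above 0 in at least 1 lung was found for 24606 genes, and a value above 0 in at least 6 lungs for 19099 genes. Adding the condition that 2 of the 3 lungs of every group be above 0 left 17023 genes. An FPKM of at least 0.1 in at least 3 lungs was reached by 20062 genes and an FPKM of at least 1 in at least 3 lungs by 15546 genes. The last filter was used here for every comparison. The paper's text does not name the filter or the normalization applied to the transcripts before testing.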

Pre-processing and data normalization resulted in 18,544 transcripts that were used for further analysis. To select significant transcriptome features by either gender or strain or interaction, the LIMMA two-way ANOVA, LIMMA decide test, and PLS-DA were conducted by R version 4.1.0. To investigate the effect of each factor, a Gene Set Enrichment Analysis, GSEA version 4.1.0 [28] was used, wherein all transcripts selected by each factor were pre-ranked by their logarithm fold change (log_2_FC). Sets containing 15–500 genes were analyzed, wherein the dataset was collapsed using Molecular Signatures Database (MSigDB) with hallmark gene set version 7.4 [29].

### 2.4. Transcriptome–Metabolome Wide Association Study (TMWAS)

For the interaction between metabolites and transcriptomics, the following significant metabolic features—strain (921), gender (660), and interaction (374)—were used for integration with the whole 18,544 transcriptomic features using xMWAS version 0.56 [30]. Oxidant/antioxidant metabolites and enriched transcripts associated with antioxidant and inflammatory pathways were analyzed for significant correlations. In this integration analysis, we used sparse partial least squares (sPLS) in canonical mode to conduct pairwise correlation analysis. The pairwise integrative analysis included the correlation threshold at 0.9, and the significant correlations were selected at *p*-value threshold 0.05. Selected metabolic features were mapped to metabolic pathways using mummichog and annotated with xMSannotator [23] using KEGG database [31]. For ease of presentation, corresponding clusters or pathways between metabolomics and transcriptomics were defined as communities.

## 3. Results

### 3.1. Differences in Metabolome

There were 921 differentially expressed metabolites between strains, 660 between sexes, and 374 at the interaction between sex and strain (Table S1). The results of a two-way hierarchical cluster analysis are presented as heatmaps (Figure 1A–C). For strain, (Figure 1A), the results indicated two main clusters of metabolic features that differed between C3H and C57B strains. Between C3H and C57B, 507 features were increased and 414 features were decreased in C3H compared to C57B. For sex (Figure 1B), the results indicated two main clusters for male and female comparisons. Between male and female, 319 features were increased, and 341 features were decreased. The interaction results (Figure 1C) indicated four main clusters—C3HM, C57BM, C3HF, and C57BF—with the metabolic features being partially different among these four clusters. The results of the interactions from the PLS-DA analysis are presented as score plots (Figure 1D). The separation according to interactions within component 1 is 77.84% and that for component 2 is 22.16%. Pathway enrichment analyses (Table S2) with metabolites among strain, sex, and interactions are presented as a bubble plot (Figure 1E). The bubble plot depicts metabolic pathways identified as different based on statistically relevant absolute differences in metabolite content. For metabolomics, the bubble size corresponds to the absolute expression of the log value of a given group of metabolites (*p* < 0.05). Across strain, sex, and interaction, the unique and common metabolic pathway are displayed by Venn diagram in (Table S2).

For this investigation, significant primary metabolic pathways associated with inflammation, antioxidants, and oxidant stress were the focus of further analyses (Figure 2). Metabolites within the methionine, cysteine, and selenocysteine amino acid pathways were of particular interest due to antioxidant functions. Selected metabolites for strain, sex, and interaction are provided in the plots displayed in Figure 2A–C. For strain (Figure 2A), L-cysteinylglycine and selenohomocystiene were lower in C3H than C57B. For sex (Figure 2B), selenocystathionine and S-prenyl-L-cysteine were higher in females than males. The interactions between strain and sex identified oxidized products of the cysteine/glutathione pathways and included glutathione disulfide, cysteine-glutathione disulfide, L-cysteinylglycine disulfide, and homocysteine sulfinic acid (Figure 2C). Glutathione disulfide was higher in the C3H strain and C57BF than in C57BM. Cysteineglutathione disulfide was lower in the C3H than in C57B of both sexes. L-cysteinylglycine disulfide was lower in C3H than C57B strains. Homocysteine sulfinic acid was high in C3HF and low in C3HM, with both sexes of C57B at an intermediate level.

### 3.2. Differences in Transcriptome

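RNA sequencing of polyA-selected lung RNA was available for 48 mice, and 12 of these carry the labels of the groups studied in the paper, with 3 mice each in C3HM, C57BM, C3HF and C57BF. C3H/HeN and C57Bl/6 are inbred mouse strains, and each mouse gave 1 library. According to the labels, these 12 mice were given saline and kept in room air for 96 h, whereas the paper describes mice without an exogenous stimulus. The other mice were given aurothioglucose (ATG, a gold compound that inhibits thioredoxin reductase) at 25 mg/kg, at least 95% oxygen for 96 h, or both, and were not used in the comparisons at baseline. The description of the series gives ATG to all mice before exposure, so the saline groups rest on the labels. The paper names the strain C57Bl/6N, whereas the labels give C57Bl/6 and the description of the series gives the J substrain. The labels also name an earlier HiSeq instrument than the paper. As the methods state, the authors mapped reads to mm10 with gSNAP and derived FPKM with Cufflinks, so the values are already divided by gene length and by the number of mapped fragments, and no read counts were used here. The sum of FPKM over all genes was between 559144 and 748290 per mouse, with a median of 646612. Scgb1a1, the transcript of a club cell secretory protein, made up 10.4% to 30.2% of this sum, so that its variation shifts the FPKM of all other genes. The absolute depth is unknown. Genes with few reads move in steps of whole reads, and comparing these steps between mice gave a depth relative to the median of the 48 libraries, of 0.769 to 1.24 in the 12 mice. The median relative depth was 0.818 in C3HM, 1.02 in C57BM, 1.15 in C3HF and 0.916 in C57BF. Only 25.9% to 36.2% of the ratios of low genes fell on the common step of a library, so these depths are approximate. Log2(FPKM + 1) was fitted with limma (version 3.58.1) for strain, sex and their interaction, with the variance prior following mean expression, and p-values were adjusted by the Benjamini-Hochberg method over 15546 genes. Fold changes are given on this scale, which understates the change of genes with low FPKM. Strain effects were averaged over the sexes as C3H minus C57B and sex effects over the strains as males minus females, and the interaction was the male minus female difference in C3H minus that in C57B.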

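With this fit, 1832 genes differed between strains, 104 between sexes and 0 at the interaction at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 the counts were 4090, 3617 and 2538, and the smallest adjusted p-value for the interaction was 0.101. Of the genes listed for the interaction in the paper's Table S3, 370 were among the genes tested here, and 342 of these had an unadjusted p-value under 0.05. When limma's nested F tests were used in place of a separate test for each factor, 1499 genes were called for strain, 577 for sex and 458 for the interaction. Apart from unadjusted p-values, the setting that moved the counts most was leaving out 1 mouse, C3HM 2, which gave 4021 genes for strain, 3640 for sex and 2741 for the interaction. That fit leaves C3HM 1 and C3HM 3, in which the ribosomal RNA gene Rn18s-rs5 was highest (25895 and 20766, against 11999 in C3HM 2). Library composition may thus raise these counts. Leaving out any other mouse gave between 1306 and 1760 genes for strain, between 20 and 62 for sex and between 0 and 2 for the interaction. In simulated data with 3 mice per group in which 200 of 15546 genes were changed by a log2 value of 1, the fit recovered 81% of the changed genes for strain, 83.5% for sex and 4% for the interaction. For a log2 change of 2, 81% were recovered for the interaction, and with no change in any gene there were 0 calls. The noise was drawn for each gene separately, so variation shared by many genes of a library was not simulated.

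**Figure D1:**
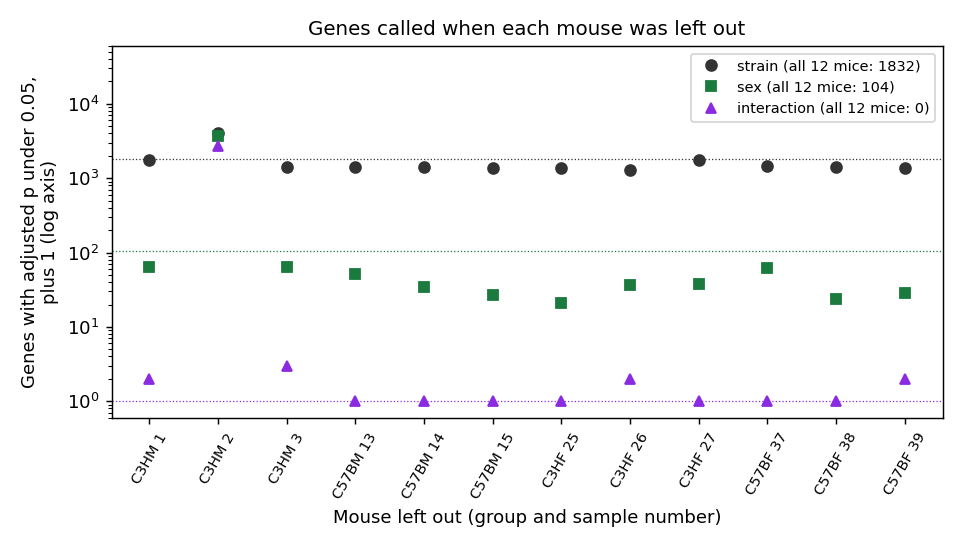
Number of genes with an adjusted p-value under 0.05 (vertical log axis, count plus 1) for strain, sex and interaction when each of the 12 mice was left out in turn (horizontal axis, group and sample number). Dotted lines give the counts with all 12 mice, 1832, 104 and 0, and the counts without C3HM 2 lie above those without any other mouse.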

Transcriptomic data yielded differentially expressed transcripts: 1418 between strains, 484 between sexes, and 383 at the interaction between sex and strain (Table S3). The results of the two-way hierarchical cluster analyses are presented using heatmaps (Figure 3). 

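Hierarchical clustering with complete linkage was run on log2(FPKM + 1) of all 15546 genes tested, each gene centred and scaled to unit variance, without selecting genes by strain. With correlation distance, dividing the tree into 2 clusters gave 6 C3H and 6 C57B mice, so that 12 of 12 mice were of the majority strain of their cluster. With Euclidean distance, the clusters held 2 C3HM mice and the other 10 mice, and 8 of 12 mice were of the majority strain of their cluster. With the 1366 strain genes of the paper's Table S3 that were tested here, both distances separated the strains in 12 of 12 mice. These genes were selected for a difference between strains in the same mice, so the last separation follows from the selection.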

Strain (Figure 3A) resulted in two main clusters for C3H and C57B. 

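Of the 1832 genes with an adjusted p-value under 0.05 for strain in limma, 609 were higher and 1223 lower in C3H than C57B. The median log2 fold change over all genes tested was -0.10. After quantile normalization between mice, 948 genes were higher and 944 lower in C3H, and after scaling each mouse by the median ratio of its FPKM to the genes' geometric means, 933 were higher and 998 lower. Of the 1366 genes of the paper's strain list in Table S3 that were tested here, 1172 had an adjusted p-value under 0.05. Among the genes with no overlap between the 6 mice of each strain, the largest rise in C3H was that of H2-Ea-ps. H2-Ea-ps (ENSMUSG00000036322, chromosome 17 from 34341959 to 34344645) is a polymorphic pseudogene of the major histocompatibility complex, of whose 30-base sequences 0% are shared with transcripts of other genes. It had an FPKM of 224 ± 73.7 in C3H and 0.672 ± 0.616 in C57B (SD, n = 6), a log2 fold change of 7.05 (standard error 0.22, limma adjusted p = 1.36e-09). The ribosomal protein gene Rpl29 (ENSMUSG00000048758, chromosome 9 from 106429454 to 106431568) had an FPKM of 0.843 ± 0.338 in C3H and 295 ± 20.0 in C57B, a log2 fold change of -7.34 (standard error 0.12, limma adjusted p = 6.78e-12). The other large rises were Gm10020 (6.29) and Gm10260 (5.84), and the other large falls were Rpl26 (-7.80) and Rps18 (-7.20). Sequences of 30 bases shared with transcripts of other genes made up 39.8% of Rpl29, 28.8% of Rpl26, 21.3% of Rps18, 93.2% of Gm10020 and 73.3% of Gm10260, so reads of these genes could have been assigned to a relative, and their values are uncertain.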

Expression was different between strain C3H and C57B, with 703 genes higher and 715 genes lower in C3H than C57B. Sex (Figure 3B) resulted in two main clusters between males and females. 

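With all genes tested, each of the 2 clusters from correlation distance held as many males as females. With Euclidean distance, 8 of 12 mice were of the majority sex of their cluster, the same number as for strain. With the 464 sex genes of Table S3 that were tested, either distance separated the sexes in 12 of 12 mice. As for strain, these genes were selected for a difference between the same mice.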

The transcriptome analyses yielded differences between males and females, with 196 genes higher and 288 genes lower in males than females. 

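In limma, 37 genes were higher and 67 lower in males than females at an adjusted p-value under 0.05, and the median log2 fold change over all genes tested was -0.12. After quantile normalization 49 were higher and 42 lower, and after median ratio scaling 50 were higher and 40 lower. Of the 464 sex genes of Table S3 tested here, 90 passed the same threshold and 410 had an unadjusted p-value under 0.05. Among the genes with no overlap between 6 males and 6 females, the largest falls in males were those of Rgs1 (log2 fold change -1.76, standard error 0.29, limma adjusted p = 0.0254), Nr1d2 (-1.66, standard error 0.14, adjusted p = 0.000998) and the processed pseudogene Gm8812 (-1.59). Nr1d2 (ENSMUSG00000021775, chromosome 14 from 18204054 to 18239127) encodes a nuclear receptor of the circadian clock, and its FPKM was 7.04 ± 1.32 in males and 27.4 ± 14.6 in females (SD, n = 6). The largest rises in males were those of the beta globin gene Hbb-bs (1.56, limma adjusted p = 0.0479), Gm26917 (1.35) and the ribosomal RNA gene Rn18s-rs5 (1.25, limma adjusted p = 0.0123). Hbb-bs shares 56.8% of its 30-base sequences with transcripts of other genes, and its FPKM was 16129 ± 12550 in males and 5470 ± 3176 in females. Blood genes varied together between mice of a group and were highest in C3HM 3, so blood in the samples may contribute. Gm26917 ends at 39846341 on chromosome 17, next to the start of Rn18s-rs5 at 39846353, so their rises may not be separate. Rn18s-rs5 was high in C3HM 1 (25895) and C3HM 3 (20766) against 11999 in C3HM 2 and 7495 to 9415 in C57BM. Its rise and that of Gm26917 cannot be told apart from differences in library composition. No gene on chromosomes X or Y could contribute to these counts.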

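Without selecting genes, dividing the correlation tree into 4 clusters left 11 of 12 mice in the majority group of their cluster, and dividing the Euclidean tree left 7. With the interaction genes of Table S3 tested here, the 4 clusters were the 4 groups with either distance, again with genes selected in the same mice. In a principal component analysis of all genes tested, the first component took 35.7% of the variance and the second 18.7%. The 6 C57B mice were between 26.3 and 33.5 on the first component and the 3 C3HF mice between -17.1 and -6.69. C3HM 1 and C3HM 3 were at -66.3 and -65.2, whereas C3HM 2 was at -18.8, next to C3HF.

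**Figure D2:**
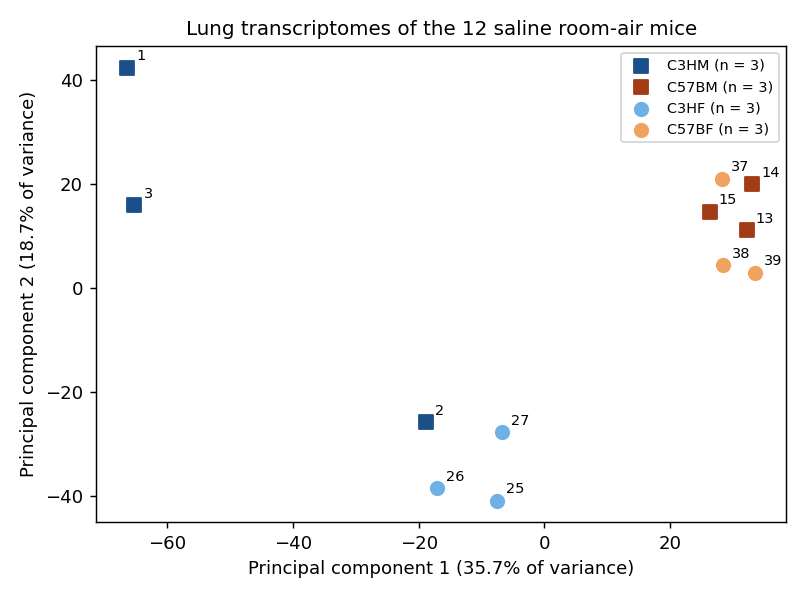
Scores of the 12 mice on principal components 1 (horizontal axis, 35.7% of variance) and 2 (vertical axis, 18.7%) of log2(FPKM + 1). Each point is 1 mouse with its sample number, squares are males and circles females, and the C57B mice lie to the right of all C3H mice.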

The interactions (Figure 3C) yielded four main clusters: C3HM, C3HF, C57BM, and C57BF. 

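Partial least squares discriminant analysis with 4 groups and 2 components was run with mixOmics on all genes tested, each scaled to unit variance. The components took 32.2% and 17.5% of the variance of the genes, which is 64.8% and 35.2% of their sum. With each mouse left out in turn, the first component's share of the sum was between 52.2% and 70.2%, and with quantile normalization it was 57.8%. When the group of a left-out mouse was predicted from the other 11 mice, 9 of 12 mice were assigned to their group, 11 to their strain and 10 to their sex. Of the 3 mice assigned to another group, C3HM 2 was assigned to C3HF, C57BM 13 to C57BF and C3HF 27 to C57BF.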

The PLS-DA score plots show that separation according to interactions in component 1 is 59.34% and that for component 2 is 40.66% (Figure 3D). The gene set enrichment analysis (Table S4) of transcripts among strain, sex, and interaction are presented using bubble plots (Figure 3E). The size of the bubble correlates with the size of the absolute enrichment score (ES), which represents both increased and decreased expression and uses an absolute score of change for statistical analyses. Across strain, sex, and interaction, the unique and common transcriptomic pathways are displayed in a Venn diagram (Table S4).

An analysis of the primary transcriptomic pathways identified several differentially expressed transcripts that may be significant in the context of inflammation and oxidant stress (Figure 4). Select transcripts for strain, sex, and interaction are provided in plots displayed in Figure 4A–C. For strain, glutathione peroxidase 2 and glutamate cysteine ligase C were lower in C3H than C57B (Figure 4A). 

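Gclc (ENSMUSG00000032350, protein coding, chromosome 9 from 77754535 to 77794485 of GRCm38, plus strand) encodes the catalytic subunit of glutamate cysteine ligase. Its FPKM was 24.6 ± 7.80 in C3H and 54.2 ± 8.18 in C57B (SD, n = 6), a log2 fold change of -1.15 (standard error 0.14, limma adjusted p = 0.000207). Every C3H mouse was below every C57B mouse (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 mice against 6 allow). With each mouse left out in turn, the log2 fold change of Gclc stayed between -1.25 and -1.08. Gpx2 (ENSMUSG00000042808, protein coding, chromosome 12 from 76792333 to 76795554, minus strand), which encodes glutathione peroxidase 2, had an FPKM of 20.4 ± 14.0 in C3H and 27.7 ± 8.54 in C57B. Its log2 fold change of -0.68 (standard error 0.41, limma adjusted p = 0.323) was not larger than the spread between mice, and the strains overlapped (exact permutation test, two-sided, p = 0.307). The FPKM of Gpx2 was 31.9 in C3HM 2 against 10.1 in C3HM 1 and 3.75 in C3HM 3. Without C3HM 2 the log2 fold change was -1.04 (limma adjusted p = 0.0324). That fit leaves C3HM 1 and C3HM 3, in which the ribosomal RNA gene Rn18s-rs5 was highest (25895 and 20766, against 11999 in C3HM 2). Library composition may thus contribute to this call. Of the 30-base sequences of Gpx2, 11.7% are shared with transcripts of other genes.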

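Rela (ENSMUSG00000024927, chromosome 19 from 5637483 to 5648130, plus strand) had an FPKM of 47.0 ± 7.04 in females and 38.0 ± 5.46 in males (SD, n = 6). The log2 fold change of males against females was -0.30 (standard error 0.11, limma adjusted p = 0.161), and 4 of 6 males were below all females (exact permutation test of FPKM, two-sided, p = 0.039). Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222, minus strand) had an FPKM of 120.1 ± 19.2 in females and 91.2 ± 11.2 in males. Its log2 fold change was -0.39 (standard error 0.12, limma adjusted p = 0.116), and 3 of 6 males were below all females (exact permutation test, two-sided, p = 0.0173). Neither gene passed the adjustment over all genes tested with the 12 mice alone. When all 48 mice were fitted together in 16 groups, which share 1 estimate of the spread, the adjusted p-value was 0.0207 for Rela and 0.00927 for Jun, while the log2 fold changes of -0.30 and -0.39 from these 12 mice stayed the same. That spread includes treated mice. With median ratio scaling of the 12 mice, Rela was -0.17 (limma adjusted p = 0.428) and Jun -0.25 (limma adjusted p = 0.263). In the ATG mice in room air, which are separate mice, the sex difference was -0.00 for Rela (limma adjusted p = 0.99976) and -0.40 for Jun (limma adjusted p = 0.0385).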

For sex, Rela (which encodes p65, an NFkB subunit) and Jun (an activator protein-1, AP-1, subunit) were higher in females than males (Figure 4B). Interactions between strain and sex included transcripts for antioxidants, specifically catalase, peroxiredoxin 1, selenoprotein P, and the oxidant producing enzyme nitric oxide synthase 2. 

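Cat, the catalase gene (ENSMUSG00000027187, chromosome 2 from 103453849 to 103485160, minus strand), had an FPKM of 145 ± 8.63 in C3HF, 131 ± 6.27 in C3HM, 124 ± 12.4 in C57BF and 121 ± 11.7 in C57BM (SD, n = 3 mice each). The 3 C3HF mice were above all C57BM and all C57BF mice (exact permutation tests, two-sided, p = 0.1 each, the smallest p that 3 mice against 3 allow), and overlapped with C3HM (exact p = 0.2). For Cat the interaction had a log2 value of -0.11 (standard error 0.17, limma adjusted p = 0.772), and it was 0.07 with median ratio scaling, which moved the median of all genes from -0.15 to -0.01.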

Catalase was lower in C3HM and both sexes of C57B than in C3HF. 

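Prdx1, the peroxiredoxin 1 gene (ENSMUSG00000028691, chromosome 4 from 116685544 to 116700822, plus strand), had an FPKM of 364 ± 34.8 in C57BM, 352 ± 43.7 in C3HF, 299.9 ± 4.91 in C57BF and 292 ± 99.6 in C3HM (SD, n = 3). The 3 C57BF mice were below all C57BM and all C3HF mice (exact permutation tests, two-sided, p = 0.1 each, which 3 against 3 cannot go below). C57BF and C3HM overlapped (exact p = 1), as the FPKM of Prdx1 in C3HM spread from 182 to 377. The interaction had a log2 value of -0.60 (standard error 0.31, limma adjusted p = 0.347). For Prdx1, 12.8% of the 30-base sequences are shared with transcripts of other genes, so its FPKM could include reads of its relatives.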

Peroxiredoxin 1 was only modestly different with C57BF lower than C57BM and female and male C3H. Selenoprotein P was lower in C3HM and C57BF than the respective males. 

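Selenop, the selenoprotein P gene, is listed in the deposited table under its former symbol Sepp1 (ENSMUSG00000064373, chromosome 15 from 3268547 to 3280508, plus strand). Its FPKM was 669 ± 177 in C3HM, 789.9 ± 14.0 in C3HF, 805 ± 41.5 in C57BM and 667 ± 11.3 in C57BF (SD, n = 3). Every C57BF mouse was below every C57BM mouse (exact permutation test, two-sided, p = 0.1). C3HM spread from 489 to 844 and overlapped with C3HF (exact p = 0.4). The male minus female log2 difference of Selenop was -0.27 in C3H and 0.27 in C57B, and the interaction was -0.55 (standard error 0.23, limma adjusted p = 0.283). Without C3HM 2, which had the highest value in its group, the interaction was -0.73 (limma adjusted p = 0.0193). As for Gpx2, that fit leaves C3HM 1 and C3HM 3, which had the highest Rn18s-rs5, so library composition may contribute.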

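Nos2, the inducible nitric oxide synthase gene (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254, plus strand), had low values, with an FPKM of 2.73 ± 0.731 in C3HF, 1.49 ± 0.113 in C3HM, 1.42 ± 0.137 in C57BF and 1.34 ± 0.243 in C57BM (SD, n = 3). Every C3HF mouse was above every mouse of the other 3 groups (exact permutation tests of C3HF against each group, two-sided, p = 0.1 each, the limit for 3 mice against 3). The male minus female log2 difference was -0.56 in C3H (standard error 0.19, limma adjusted p = 0.104) and -0.06 in C57B (standard error 0.19, limma adjusted p = 0.944). The difference between these, the interaction, was -0.50 (standard error 0.27, limma adjusted p = 0.359).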

Nitric oxide synthase 2 (iNOS) was lower in C3HM and both sexes of C57B than in C3HF (Figure 4C).

### 3.3. Integrated Transcriptome-Metabolome Wide Association Study

As a complementary approach to analyzing individual omics data sets, the data were analyzed for significant differences in strain, sex, and interaction using xMWAS. This approach provides interaction information between the two omics layers in an unbiased correlation model to detect distinct communities (clusters or pathways) with functionally relevant connection nodes [30,32]. First, select metabolites associated with oxidant/antioxidant pathways within specific communities were identified, and associated transcripts were searched using enriched data sets. Only communities that contained metabolites/genes associated with oxidant/antioxidant or inflammatory pathways were annotated. The greatest numbers of differentially expressed selected metabolites were identified within strain, and an analysis of transcripts yielded several genes associated with antioxidants and inflammatory responses (Figure 5 and Table S5). Sex and interaction analyses yielded fewer differentially expressed oxidant/antioxidant-related metabolites, but those identified were associated with many of the same strain-associated inflammatory genes. Significantly, Communities 3 and 4 contained differentially expressed metabolites and genes of interest in all three groups: strain, sex, and interaction.

Similarly, genes associated with inflammation and antioxidant pathways within specific communities were identified, and associated metabolites were searched from enriched data sets (Figure 6 and Table S6). Both strain and sex yielded significant numbers of differentially expressed metabolites associated with the chosen transcripts within several communities. Many of the metabolites were members of the cysteine/glutathione or selenium-associated antioxidant pathways.

## 4. Discussion

Mouse models utilizing C57Bl/6 mice are frequently used due to the number of transgenic and knockout mice created in this background. Investigations in non-C57Bl/6 mice have revealed substantial inter-strain differences with or without external stressors. Nichols et al. reported a comparison of newborn responses to hyperoxia exposure in 36 inbred stains using GWAS and identified differentially coded QTLs. Their data indicated that genetic backgrounds are an important determinant in inflammatory responses and identified candidate susceptibility genes [3]. Using RNA seq, Coarfa et al. investigated neonatal male versus female differences in hyperoxic responses using the C57Bl/6N strain [1]. Distinct transcriptomic responses were identified using gene set enrichment analysis and pathways that were regulated in the opposite directions in controls and hyperoxia-exposed mice. Notably, several redox regulated transcription factors were included in the differentially expressed genes including *Nrf2*, *Ap1*, *NFkB* and *HIF-1α*. Leary et al. investigated the effects of an outbred strain versus an inbred strain and sex in a newborn mouse model of hyperoxic lung injury. While sex-dependent differences were noted, the effect of strain on lung growth parameters was greater. Others have evaluated effects, specifically in the context of hyperoxia between C57BL/6J, BALB/cJ, FVB/NJ, C3H/HeJ, and DBA/2J strains and have reported substantial differences in antioxidant pathway responses [4]. Baseline differences in the expression of inflammatory and oxidant/antioxidant pathways are likely responsible for strain-dependent differential responses to stressors including hyperoxia exposure.

Transcriptomics by RNA-seq is now used extensively in most research environments but provides limited information on the products of the transcripts and the subsequent metabolites, which more directly influence physiology. As a newer area of investigation, metabolomics has considerable potential and provides information in a more organ or pathway specific manner. The integration of transcriptomics and metabolomics is more challenging than either analysis alone as the two are not direct results of one another but, rather, reflect a “cause and subsequent effect” relationship. Consequently, the present investigation was focused on lung profiles of healthy, non-exposed mice, and an untargeted approach was used to facilitate identification of metabolome/transcriptome interactions, specifically those responsible for inflammatory and oxidant/antioxidant pathway activation.

The results of our non-targeted metabolomics approach yielded strain, sex, and interaction differences between C3H/HeN and C57Bl/6N mice and male and female sex (Figure 1). There was minimal overlap in the significant pathways identified as indicated in Figure 1D,E. When focusing on inflammation, oxidant, and antioxidant metabolites, we observed differential expression of many metabolites in the methionine/cysteine/glutathione pathways. C3H/HeN lung tissues had significantly more oxidized glutathione (glutathione disulfide) than C57Bl/6N lung tissues; however, other mixed oxidation products such as cysteineglutathione disulfide and L-cysteinylglycine disulfide were higher in the C57Bl/6N than C3H/HeN lung tissues (Figure 2). One possible explanation is that C3H/HeN mice have a more robust lung glutathione system (synthesis or reserve) and are better able to regulate oxidation to prevent the formation of mixed disulfides with other thiol-containing compounds [13].

Substantially more overlap between strain, sex, and interaction was observed in our transcriptional analyses (Figure 3E). Many of the differentially expressed pathways were related to inflammation, specifically, TNFα signaling via NFκB, inflammatory response, interferon gamma response, and p53 pathways. Mice of the same strain tended to group together, regardless of sex. 

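The Pearson correlation of log2(FPKM + 1) over all genes tested was 0.925 to 0.971 between mice of the same group (median 0.962, 12 pairs) and 0.890 to 0.966 between mice of different groups (median 0.931, 54 pairs). No pair of mice had identical values. By this correlation, the nearest mouse was of the same strain for 12 of 12 mice and of the same sex for 11 of 12, the exception being C3HM 2.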

We interpret this finding as indicating that sex has less effect on gene expression than does strain within these comparisons (Figure 3D). 

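Strain took 30.9% of the summed squares of log2(FPKM + 1) over all genes tested and sex 12.5%. The interaction took 10.4%, and 46.2% lay within groups. No other of the 400 arrangements of strain within sex gave as large a share except the mirror of the real one (exact permutation test, p = 0.005, the smallest p that 400 arrangements allow), and the same held for sex within strain (exact permutation test, p = 0.005). With each mouse left out in turn, the share of strain was between 29.4% and 33.6% and that of sex between 11.3% and 15.6%. Without 1 of the C3HF mice, the exact permutation p for sex was between 0.07 and 0.08. With each gene scaled to unit variance, strain took 19.2% and sex 16.5% (exact permutation test, p = 0.01 for sex). From the grouping of mice by strain in the PLS-DA, regardless of sex, the paper interprets sex as having less effect on gene expression than strain within these comparisons.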

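Gpx1, the glutathione peroxidase 1 gene (ENSMUSG00000063856, chromosome 9 from 108338903 to 108340343, plus strand), had an FPKM of 556 ± 67.2 in C3H and 559 ± 85.1 in C57B (SD, n = 6). Its log2 fold change between strains, averaged over the sexes, was -0.00 (standard error 0.09, limma adjusted p = 0.985). The value was between -0.06 and 0.05 with each mouse left out in turn, and 0.11 with median ratio scaling, which moved the median of all genes from -0.10 to -0.00. This average joins opposite directions. Mean FPKM was 558 in C3HF and 484 in C57BF, but 554 in C3HM and 635 in C57BM. The interaction of Gpx1 was -0.41 (standard error 0.19, limma adjusted p = 0.308). Averaged over the sexes, Cat had an FPKM of 138 ± 10.3 in C3H and 123 ± 10.9 in C57B, a log2 fold change of 0.17 (standard error 0.08, limma adjusted p = 0.219). For Cat, 4 of 6 C3H mice were above all C57B mice (exact permutation test, two-sided, p = 0.039). Prdx1 had a log2 fold change between strains of -0.08 (standard error 0.15, limma adjusted p = 0.787). None of the 3 genes passed the adjustment over all genes tested, and among the 9 transcripts shown in the plot of named transcripts, Gclc was the one that did.

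**Figure D3:**
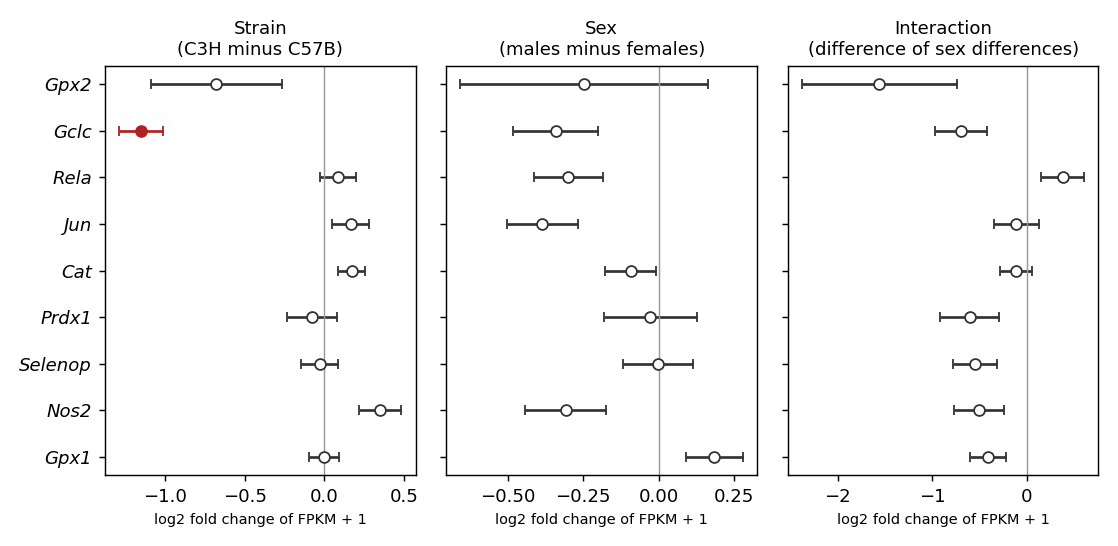
Log2 fold change of FPKM + 1 (horizontal axes) with its standard error from limma for 9 transcripts named in the paper, for strain (C3H minus C57B), sex (males minus females) and the interaction, in 12 mice. Filled red points have an adjusted p-value under 0.05, which holds for Gclc in the strain comparison at -1.15 and for no other point.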

The identification of inflammation, oxidant, and antioxidant transcripts indicated the presence of differential expression of many antioxidant genes including glutathione peroxidase 1, catalase and peroxiredoxin 1, in C3H/HeN compared to C57Bl/6N lung tissues (Figure 4).

To identify true correlations between metabolites and transcripts, data were alternatively analyzed in two distinct ways. First, metabolites relevant to oxidant/antioxidant functions were chosen. Using only enriched metabolites, correlations between oxidant/antioxidant metabolites and transcripts associated with antioxidant or inflammatory pathways (which may be associated with oxidation) were subsequently identified (Figure 5). Differential expression between strains yielded the most significant correlations between metabolites of the cysteine/glutathione pathway and transcripts associated with metabolic function. Again, sex-based analyses yielded substantially fewer correlations and the interaction group more resembled strain than sex with fewer communities identified as containing metabolites of interest.

As a second analysis, transcripts for antioxidant and inflammatory genes were chosen, and correlations between the chosen transcripts and oxidant/antioxidant metabolites were analyzed (Figure 6). Strain yielded the largest number of differentially expressed transcript–metabolite correlations and primarily correlated with cysteine/glutathione or selenium antioxidant metabolites. Correlations between differentially expressed transcripts and metabolites were fewer between sexes and included antioxidant genes and metabolites associated with cysteine/glutathione, methionine, or selenium antioxidants. The correlations in the interaction group were substantially fewer and were largely antioxidant genes and oxidation product metabolites.

The analysis of only two strains of mice is an acknowledged limitation of this investigation, although we intentionally focused on the strains given in our previously published findings of differential antioxidant response to hyperoxia [5]. Similarly, our focus on inflammation, oxidation, and antioxidants represents another limitation that is justified by our intent to explore pathways with relevance to hyperoxic lung injury that align with our ongoing interests. We readily acknowledge that there are much data left unexplored and that this dataset offers a rich source of new and potentially important information on other areas of research. The data presented provide additional support for the need to acknowledge differential expression of genes and metabolites in different mouse strains when designing rigorous preclinical studies, including those investigating exposure and/or therapeutic interventions. The finding that strain had a greater influence than sex on inflammation, oxidation, and antioxidant pathways is especially notable in light of increased focus on sex as a biological variable in scientific rigor and reproducibility [33,34]. 

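A list of 55 antioxidant genes was examined, of which 51 passed the filter. For strain, 3 of the 51 had an adjusted p-value under 0.05 over all genes tested, which were Gclc, Ggt5 (log2 fold change -0.82) and Glrx (0.38), and 2 did when the adjustment covered the list alone. For sex, Gpx3 was the 1 gene called (log2 fold change 0.64), and 3 passed when the adjustment covered the list alone. Among 10000 random lists of the same size matched on mean expression, the median number of strain calls was 7, and 9766 lists held at least 3. For sex the median was 0, and 3467 random lists held at least 1. Of the 20 transcripts named in Figure 6, 1 differed between sexes (Dusp1, lower in males), and 5 did when the adjustment covered these 20 alone.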

In summary, we have incorporated a multi-omics integrated approach and have identified disproportionate differences between stain and sex at baseline in the murine lung. These data will be used to provide a basis for identifying the underlying causes to discrepant responses in different mouse models.

## Figures and Tables

**Figure 1:**
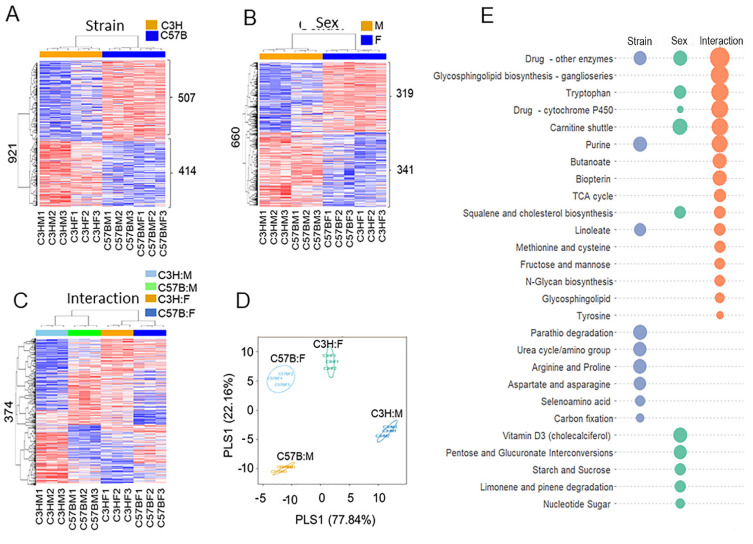
Differentially expressed metabolites. The results of two-way hierarchical clustering presented as heatmaps for (**A**) strain, (**B**) sex, and (**C**) interactions. (**D**) PLS-DA score plot for high-resolution metabolomics data resulting in strain, sex, and interaction. (**E**) Pathway enrichment analyses among strain, sex, and interactions as a bubble plot with bubble size corresponding to the size of the log value (*p* < 0.05).

**Figure 2:**
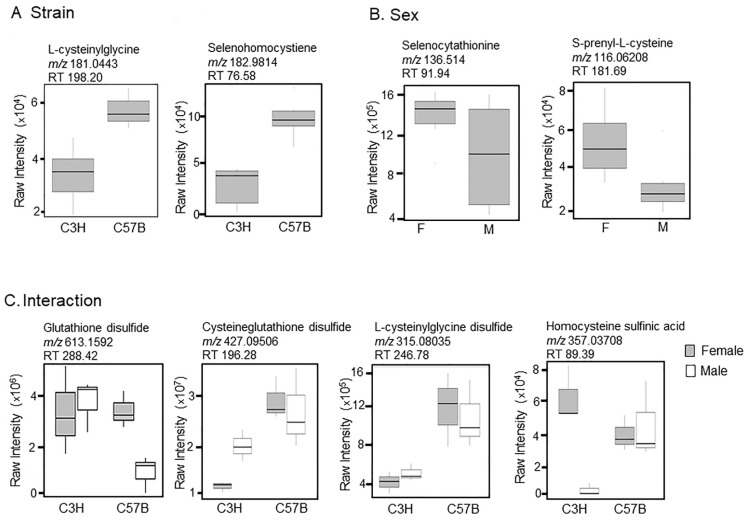
Metabolites identified within the methionine, cysteine, and selenocysteine pathways. Selected metabolites which differed between (**A**) strain, (**B**) sex, and (**C**) interaction were plotted.

**Figure 3:**
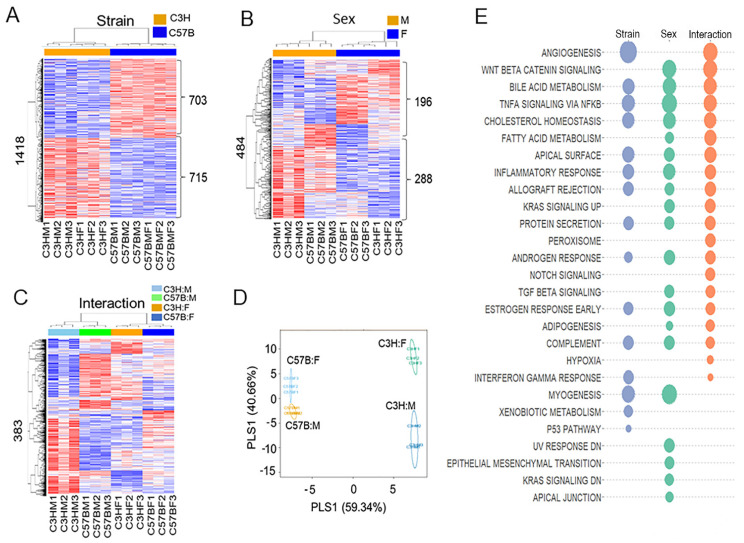
Differentially expressed transcripts. The results of two-way hierarchical clustering presented as heatmaps for (**A**) strain, (**B**) sex, and (**C**) interactions. (**D**) PLS-DA score plot for high-resolution transcriptomic data resulting in strain, sex, and interaction. (**E**) Gene set enrichment analyses among strain, sex, and interactions as a bubble plot with bubble size corresponding to the size of the log value (*p* < 0.05).

**Figure 4:**
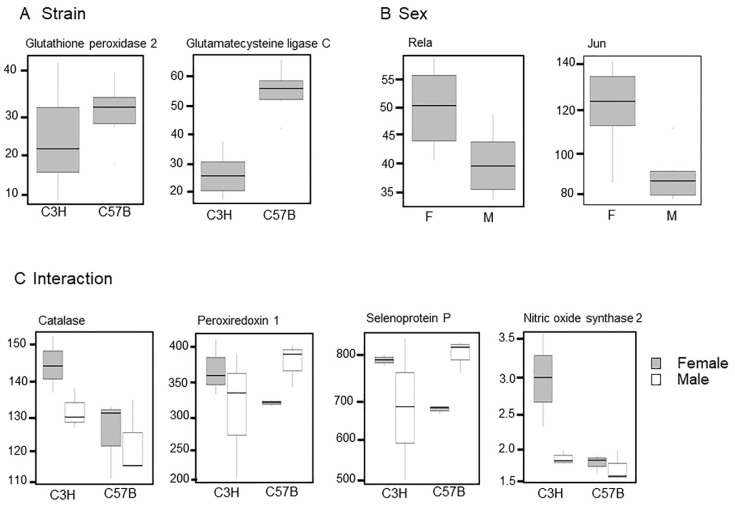
Transcripts within the inflammation, oxidant, and antioxidant pathways. Selected transcripts which differed between (**A**) strain, (**B**) sex, and (**C**) interaction were plotted.

**Figure 5:**
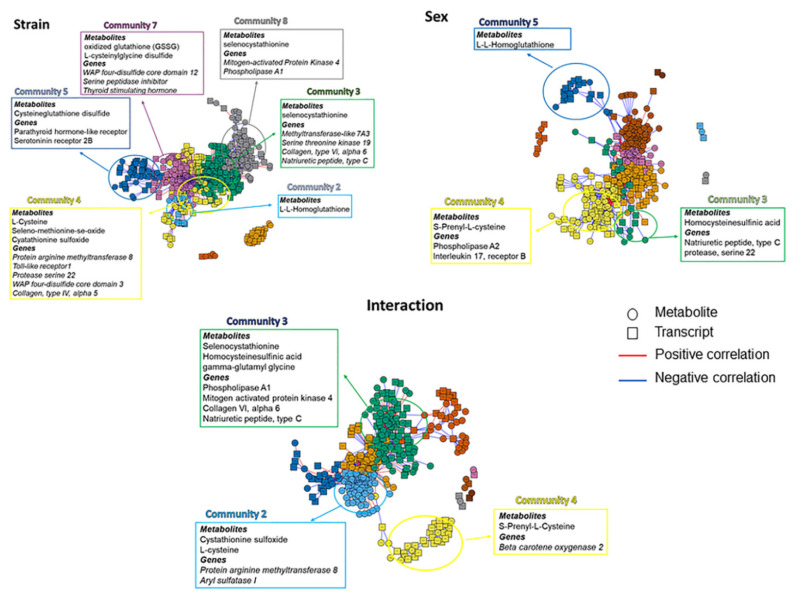
xMWAS analysis for interactions between metabolomic and transcriptomic data. Metabolites associated with oxidant/antioxidant pathways within specific communities were identified, and associated transcripts were searched using enriched data sets.

**Figure 6:**
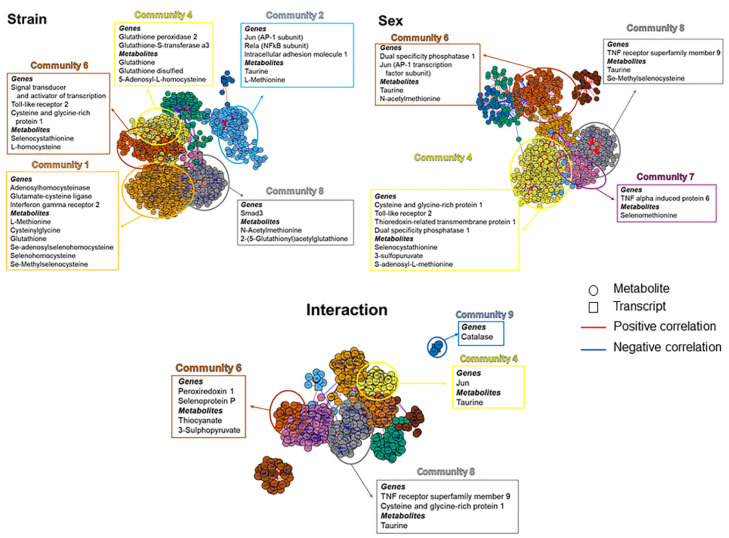
xMWAS analysis for interactions between transcriptomic and metabolomic data. Transcripts associated with inflammation and oxidant/antioxidant pathways within specific communities were identified, and associated metabolites were searched using enriched data sets.

## Data Availability

The transcriptomic data presented in this study are available in the GEO database (accession number GSE212284). The metabolomic data presented in this study are available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench (http://dev.metabolomicsworkbench.org) where it has been assigned Project ID PR001446. The data can be accessed directly via it’s Project DOI: http://doi.org/10.21228/M8T70R. Public accessibility information: Transcriptomic data will be accessible on 27 August 27 2025 and metabolomics data will be accessible on 30 August 2023.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/metabo12100932/s1. Table S1: a. Significant features for strain (two-way limma anova test, limma decide test, *p* < 0.05); b. Significant features for gender (two-way limma anova test, limma decide test, *p* < 0.05); Table S2: a. Metabolic pathway enrichment; b. Metabolic pathway enrichment Venn diagram; Table S3: a. Differentially expressed transcripts for strain (two-way limma anova test, limma decide test, *p* < 0.05); b. Differentially expressed transcripts for sex (two-way limma anova test, limma decide test, *p* < 0.05); c. Differentially expressed transcripts for interaction (two-way limma anova test, limma decide test, *p* < 0.05); Table S4: a. Gene set enrichment analysis; b. Gene set enrichment analysis Venn diagram (*p* < 0.01); Table S5: a. Metabolite feature name in each community for each factor; b. Metabolite feature name in each community for each factor; c. Metabolite feature name in each community for each factor; Table S6: a. Genes associated with metabolites in network for strain gene; b. Metabolite tentative annotation in strain network; c. Genes associated with metabolites in network for sex; d. Metabolite tentative annotation in sex network; e. Genes associated with metabolites in network for interaction; f. Metabolite tentative annotation in interaction network.

# Supplementary material for: Transcriptomic-Metabolomic Profiling in Mouse Lung Tissues Reveals Sex- and Strain-Based Differences
**Source:** Metabolites. 2022 Sep 30;12(10):932. doi: 10.3390/metabo12100932
**Supplement:** Supplementary file 1

Table S1a. Significant features for strain (2 way limma anova test, limma decide test, P&lt;0.05)

**Table S1b.** Significant features for gender (2 way limma anova test, limma decide test, P<0.05)

**Supplement Table S1c.** Significant features for interaction (2 way limma anova test, limma decide test, P<0.05)

[illegible]

Table S2b. Metabolic pathway enrichment-Venn Diagram

1. Top pathway (ranked by *P* values) for each factor  
2. *P* value < 0.05 pathways were considered significant

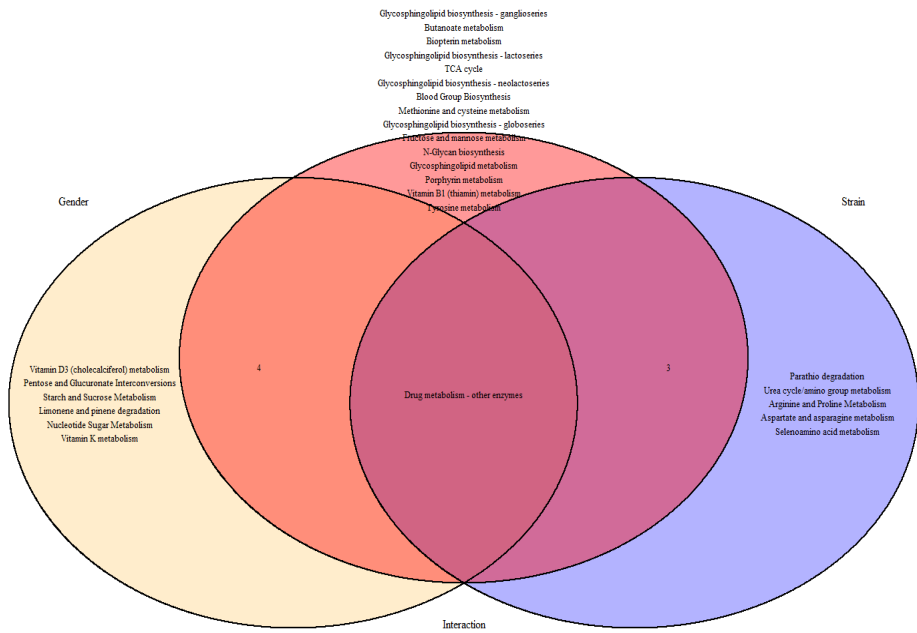

**Table S3a.** Differentially expressed transcripts for strain (2 way limma anova test, limma decide test, P<0.05)

**Note:** Decide test value "-1" or "1" indicates the t-statistic is classified as significantly negative or significantly positive respectively

**Table S3b.** Differentially expressed transcripts for sex (2 way limma anova test, limma decide test, P<0.05)

**Note:** Decide test value "-1" or "1" indicates the t-statistic is classified as significantly negative or significantly positive respectively

**Table S3c.** Differentially expressed transcripts for interaction (2 way limma anova test, limma decide test, P<0.05)

Note: Decide test value "-1" or "1" indicates the t-statistic is classified as significantly negative or significantly positive respectively

[illegible][illegible][illegible][illegible][illegible][illegible]

[illegible][illegible][illegible][illegible][illegible]

Table S4b. Gene Set Enrichment Analysis- Venn Diagram (p<0.01)

1. Top pathways (ranked by absolute enrichment score) for each factor
2. Positive or negative enrichment score indicates upregulation or downregulation respectively

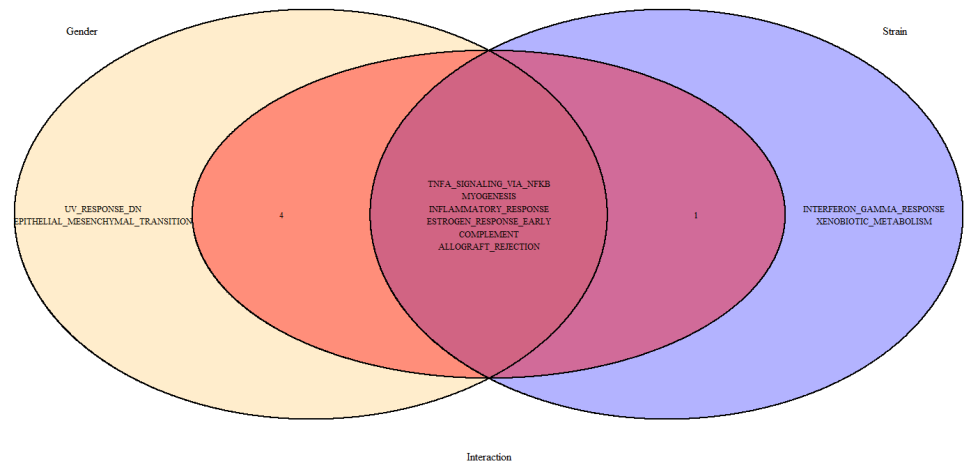

[illegible]

[illegible]

Table S6a. Genes associated with metabolites in network for strain Gene

**Table S6c. Genes associated with metabolites in network for sex**

[truncated: 129,321 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

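RNA from the lungs of 48 mice was sequenced by the authors, with 3 mice in each combination of strain (C3H/HeN or C57Bl/6), sex, injection (saline or aurothioglucose, ATG) and air (room air or hyperoxia). The comparisons of strain, sex and their interaction used the 12 mice given saline in room air. The authors mapped the reads to mm10 with gSNAP and derived FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of each library) with Cufflinks, and the deposited table holds these FPKM values, with 1 value per gene and mouse. The annotation release, the handling of reads with several matches and the versions of these programs are not named in the paper's text. Since the values are not counts, no test for counts was used.

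Sample labels gave the condition of each mouse, and each mouse has its own number, so mice of different groups are not paired. Akap5 was left out because of failed estimates, and genes at 0 in all mice were not tested. Genes on chromosomes X, Y and M are at 0 in all mice and could not be tested. Identifiers were matched to GENCODE M21 for coordinates. For each gene, the share of its 30-base sequences (1 in 8 sampled) that also occur in transcripts of other genes was computed, since the reads of such genes could have been divided between them.

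Log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend on mean expression), for genes with an FPKM of at least 1 in at least 3 of the mice fitted, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Group values of single transcripts were compared with exact permutation tests of FPKM, two-sided. Shares of the summed squares were tested with exact permutations of strain within sex and of sex within strain. PLS-DA was run with mixOmics 6.26.0. Lists of genes were compared with 10000 random lists of the same size matched on mean expression. The effect of hyperoxia was fitted in the 24 saline mice and the effect of ATG in the 24 mice in room air.

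The genes named were every transcript named in the paper's results or discussion, members of fixed lists that passed the threshold, genes for checking sex and strain labels, and for each comparison the 3 largest rises and the 3 largest falls among genes past the threshold whose groups do not overlap. Results for some of these genes are not reported here. The alternatives were a pseudocount of 0.1, other filters, quantile normalization, scaling by the median ratio to the genes' geometric means, eBayes without trend, unadjusted p-values, a fit of all 48 mice in 16 groups, nested F tests, single sexes or strains, and leaving out each mouse in turn. The fits were tested on simulated data with 200 changed genes among 15546, in which at most 5.81% of the calls were false. The simulated noise was drawn for each gene separately. False calls from variation shared by many genes were therefore not measured. The absolute depth of the libraries is unknown, so no counting error can be given, and the precision comes from the spread between mice. Dixon's ratio was computed for each strain and each sex in 9 transcripts named in the paper, 36 groups of 6 mice, of which 1 passed the critical value, with a ratio of 0.641. Metabolites and gene sets were not analysed here.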

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

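The tests in this part were chosen before their results were seen, except that Dixon's ratio was extended to all groups of 6 mice of the 9 transcripts afterwards.

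The first signal lies in mice the paper does not report on. In the 24 saline mice, 9803 of 16321 genes differed between hyperoxia and room air at an adjusted p-value under 0.05 in limma, with 5192 higher and 4611 lower in hyperoxia. Mt2 (log2 fold change 5.74, standard error 0.26), Gdf15 (5.47) and Saa3 (4.64) had the largest rises among genes whose 12 mice per group do not overlap, and Hbb-bs (-4.14, 56.8% of its 30-base sequences shared with other genes) and Fabp1 (-3.55) were among the largest falls. Of the transcripts named in the paper, Gclc (2.62, standard error 0.12) and Gpx2 (2.22, standard error 0.24) rose most and Cat (-0.94, standard error 0.11) fell most. Among 100 splits of the mice, 1 gave as many genes, the real one, and the highest of the others gave 1478. The composition of the libraries differed between the groups, as Scgb1a1 made up 10.4% to 30.2% of the FPKM sum in room air and 1.20% to 6.46% in hyperoxia. With median ratio scaling 9949 genes were called, 9404 of them shared with the unscaled fit, and with quantile normalization 9769 were called and 8758 shared. The split was 4796 higher and 5153 lower with median ratio scaling, and 4950 higher and 4819 lower with quantile normalization. Which direction was more frequent thus depends on scaling. Relative depth was 0.769 to 1.24 in room air and 0.923 to 1.07 in hyperoxia. An effect of the exposure may therefore underlie most of these calls, but a change in the cells present in the lung was not tested.

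The response to hyperoxia differed between C3H and C57B for 1880 genes by the interaction term, with 1422 values positive and 458 negative. Among 100 splits, 1 gave as many genes, the real one, and the highest of the others gave 510. These splits exchanged strain labels within air and sex, which mixes the strains within groups. The strain difference itself then adds to the spread, so the splits cannot test the interaction apart from it. The direction depends on scaling, since the median log2 value over all genes was 0.15. With quantile normalization 870 values were positive and 850 negative, with 1284 of 1720 genes shared, and with median ratio scaling 917 were positive and 1084 negative, with 1375 of 2001 shared. Selenop (0.58, standard error 0.17) was the one of the 9 transcripts named in the paper among the 1880. The scalings centre the values, so the near-even split under them cannot show what caused the excess of positive values. The number of genes was within 1.5 times under both scalings (1720 and 2001).

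The response to hyperoxia differed between males and females for 6 genes, 5 with positive and 1 with a negative value, and 2964 genes had an unadjusted p-value under 0.05. The genes, named after their values were seen because they are few, were Gm8812 (log2 value 2.23, standard error 0.31), Per1 (1.75, standard error 0.30), Tnxb (1.08, standard error 0.19), Fat1 (0.96, standard error 0.15), Lrba (0.81, standard error 0.13) and Gm12732 (-6.48, standard error 0.92). Gm12732 and Gm8812 share 20% and 16.7% of their 30-base sequences with other genes. Among 100 splits, 1 gave as many genes, the real one, but the highest of the others gave 5. These splits exchanged sex labels within air and strain, so they cannot test the interaction apart from the sex difference itself. With quantile normalization 3 genes and with median ratio scaling 2 genes were called, and 2 of the 6 were shared under each. No explanation is offered.

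In the 24 mice in room air, 3 genes differed between ATG and saline, and 1077 had an unadjusted p-value under 0.05. Among 100 splits, 8 gave at least as many genes, the real one included, and the highest gave 2082, so the number of genes cannot be told apart from other divisions of the same mice. Marco was higher after ATG (12.7 ± 3.44 against 4.02 ± 1.47, SD, n = 12), a log2 fold change of 1.47 (standard error 0.13), with every ATG mouse above every saline mouse. Tspan4 (0.41, standard error 0.06) and Spon2 (-1.06, standard error 0.16) were named after their values were seen.

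In the 6 males, Prdx1 had a Dixon's ratio of 0.641, past the critical value, because its FPKM was 182 in C3HM 1 and 316 to 391 in the other males. Of 36 groups of 6 mice in the 9 transcripts named in the paper it was the only one past that value, which is no more than chance would give. Of its 30-base sequences, 12.8% are shared with other genes. No explanation for this mouse was tested.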

How the results depend on the processing

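The alternatives were chosen before the data were examined, except that the restriction to genes sharing under 0.01 of their 30-base sequences, the combination of nested F tests with the filter on values above 0 and quantile normalization, and the recurrence of genes called by nested F tests were chosen after seeing the data. The tests in this part are those alternatives.

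For strain, 10 of 14 alternatives gave a number of genes within 1.5 times of 1832. The others were unadjusted p-values (4090), the fit of 48 mice (2981), females only (614) and the restriction to genes with few shared sequences (1012 of 9009). Leaving out each mouse gave 1306 to 4021. The split of higher against lower genes was 609 and 1223 without scaling, 948 and 944 with quantile normalization and 933 and 998 with median ratio scaling.

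For sex, 7 of 15 alternatives were within 1.5 times of 104. The others were an FPKM of at least 0.1 (60), no filter (40), unadjusted p-values (3617), the fit of 48 mice (2057), nested F tests (577), nested F tests with the other filter and quantile normalization (482), C57B only (0, with 1733 at an unadjusted p-value under 0.05) and genes with few shared sequences (184). Leaving out each mouse gave 20 to 3640. The split of higher against lower was 37 and 67 without scaling, 49 and 42 with quantile normalization and 50 and 40 with median ratio scaling. Removing chromosomes X and Y removed no tested gene and could not move the count.

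For the interaction, 4 of 12 alternatives also gave 0 genes, with 2623 (filter on values above 0), 2581 (quantile normalization), 2615 (median ratio scaling) and 1435 (genes with few shared sequences) at an unadjusted p-value under 0.05. The others were a pseudocount of 0.1 (5), an FPKM of at least 0.1 (2), no filter (2), eBayes without trend (2), unadjusted p-values (2538), the fit of 48 mice (841), nested F tests (458) and nested F tests with the other filter and quantile normalization (388). Leaving out each mouse gave 0 to 2741, and the 7 fits with 0 genes had 1809 to 2224 at an unadjusted p-value under 0.05. Among the fits that each left out 1 mouse, the highest count for these 3 comparisons came without C3HM 2.

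Among named transcripts, the strain difference of Gpx1 changed from -0.0037 to 0.033 with quantile normalization and 0.11 with median ratio scaling, and was -0.064 to 0.052 when each mouse was left out. Median ratio scaling moved the median strain difference of all genes from -0.10 to -0.00, so the change of Gpx1 is not specific to it. The interaction of Cat changed from -0.11 to 0.068 with median ratio scaling, which moved the median interaction of all genes from -0.15 to -0.01, and was -0.16 to -0.02 when each mouse was left out. Rela (-0.30) and Jun (-0.39) passed the threshold for sex in the fit of 48 mice, where limma adjusted p-values were 0.0207 and 0.00927 and the fold changes were those of the 12 mice. Over the 4 alternatives these ranged from 0.0207 to 0.428 for Rela and from 0.00927 to 0.263 for Jun. Rela was -0.35 to -0.23 and Jun -0.46 to -0.32 when each mouse was left out. Over the 4 alternatives Rela was -0.31 to -0.17 and Jun -0.42 to -0.25. The smallest changes, -0.17 and -0.25, came with median ratio scaling, which moved the median sex difference of all genes from -0.12 to -0.01. Gclc stayed past the threshold under its 4 alternatives (-1.18 to -1.04) and with each mouse left out (-1.25 to -1.08). Gpx2 was -1.04 to -0.34, Selenop -0.73 to -0.34, Prdx1 -0.82 to -0.30 and Nos2 -0.66 to -0.37 when each mouse was left out, and Gpx2 and Selenop passed the threshold without C3HM 2 alone. Over their 4 alternatives Gpx2 was -0.73 to -0.56, Selenop -0.55 to -0.37 and Prdx1 -0.61 to -0.43. Nos2 was -0.70 with a pseudocount of 0.1 and -0.24 with quantile normalization, the ends of its range.

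The share of the first PLS-DA component was 57.8% with quantile normalization and 52.2% to 70.2% with each mouse left out, against 64.8%. PLS-DA on genes called for the interaction could not be run with 0 genes. The share of variance of strain was 29.4% to 33.6% and that of sex 11.3% to 15.6% with each mouse left out. Sex no longer passed an exact permutation test at 0.05 without C3HF 25 (11.3%), C3HF 26 (12.5%) or C3HF 27 (12.3%).

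For hyperoxia, the 9 alternatives gave 9720 to 10624 genes and leaving out each mouse 9479 to 10098. For hyperoxia by strain, unadjusted p-values gave 4571, the fit of 48 mice 3021 and leaving out each mouse 1400 to 3242. For hyperoxia by sex, quantile normalization gave 3, median ratio scaling 2, unadjusted p-values 2964, the fit of 48 mice 345 and leaving out each mouse 2 to 1270. For ATG, no filter gave 5, unadjusted p-values 1077 and leaving out each mouse 3 to 32. The recurrence in the ATG mice in room air was 84.4% of strain genes and 74.8% of sex genes. It fell to 54.3% and 23.3% in saline hyperoxia and to 53.6% and 28.4% in ATG hyperoxia, and was 84.5% and 48.6% for the genes of Table S3 and 47.8% for sex genes called by nested F tests, each above all of 10000 random lists. For the interaction, the main fit called 0 genes and so gave no recurrence. In the ATG mice in room air it was 14.1% of 362 interaction genes of Table S3, against a random median of 6.08%. For 450 interaction genes called by nested F tests it was 16.7%, against 6.44%.

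The cause was not tested for the changes above, apart from C3HM 2. Planned tests on counts were not run, since the values are FPKM from which no whole reads were recovered. No paired analysis was possible because each mouse has a number of its own. In simulated data 4% of interaction changes with a log2 value of 1 were recovered, which limits what the interaction counts can show.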

Differences from the paper's values

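No test in this part was chosen after its result was seen, apart from the alternatives named so. The paper reports 715 genes lower in C3H than C57B, and 1223 were lower here. The directions compared here are those of the paper's text. Of the alternatives set before the data were examined, quantile normalization (944), median ratio scaling (998), nested F tests (993) and leaving out 1 mouse other than C3HM 1, C3HM 2 or C3HF 27 (852 to 975) closed the gap. A pseudocount of 0.1 (1147), an FPKM of at least 0.1 (1220), no filter (1097), the filter on values above 0 (1126), eBayes without trend (1239), unadjusted p-values (2834), the fit of 48 mice (2075), females only (334), males only (1552) and leaving out C3HM 1 (1092), C3HM 2 (3047) or C3HF 27 (1189) did not. Nested F tests with the filter on values above 0 and quantile normalization (671) and genes with few shared sequences (659) also closed it, but were chosen after seeing the values. The restriction to few shared sequences tested 9009 genes in place of 15546, so its smaller count may follow from fewer genes. It gave 353 genes higher in C3H, against 703 in the paper and 609 in the main fit. Without C3HF 25 or C3HF 26 the number higher also moved away from 703, to 468 and 454.

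The paper reports 484 genes for sex, with 196 higher and 288 lower in males, and 104, 37 and 67 were found here. Nested F tests, set before the data were examined, closed the gap in the total with 577, and with 187 and 390 those in the numbers higher and lower as the text gives them. With the signs of Table S3, by which 288 are higher and 196 lower, they did not close the last 2. Nested F tests with the filter on values above 0 and quantile normalization gave 482, 288 and 194, a combination chosen after seeing the values. The other alternatives set before the data were examined did not close the gap in the total, with a pseudocount of 0.1 (87), an FPKM of at least 0.1 (60), no filter (40), the filter on values above 0 (76), quantile normalization (91), median ratio scaling (90), eBayes without trend (77), unadjusted p-values (3617), the fit of 48 mice (2057), C3H only (108), C57B only (0, with 1733 at an unadjusted p-value under 0.05), no X and Y genes (104) and each mouse left out (20 to 3640), nor in the numbers higher or lower. Genes with few shared sequences (184), chosen after seeing the values, did not close it either.

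The paper reports 383 genes for the interaction, and 0 were found here, with 2538 at an unadjusted p-value under 0.05. Nested F tests (458), set before the data were examined, closed the gap, as did nested F tests with the other filter and quantile normalization (388), chosen after seeing the values. A pseudocount of 0.1 (5), an FPKM of at least 0.1 (2), no filter (2), eBayes without trend (2), unadjusted p-values (2538), the fit of 48 mice (841) and each mouse left out (0 to 2741) did not, nor did the filter on values above 0, quantile normalization, median ratio scaling or genes with few shared sequences, each with 0 genes (2623, 2581, 2615 and 1435 at an unadjusted p-value under 0.05).

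The paper's text gives 715 genes as lower in C3H and 288 as lower in males, and these are the numbers of genes marked +1 in the paper's Table S3. Of the marked genes tested here, 673 of 678 marked +1 for strain had a positive log2 fold change of C3H against C57B, and 276 of 276 marked +1 for sex had a positive one of males against females. The sign in Table S3 and the sign here were the same for 1360 of 1366 strain genes, 463 of 464 sex genes and 369 of 370 interaction genes.

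The paper places Gpx2 among transcripts lower in C3H, and its log2 fold change here was -0.68 (limma adjusted p = 0.323), past the threshold without C3HM 2 (-1.04). Rela and Jun are described as higher in females, and were past the threshold in the fit of 48 mice (-0.30 and -0.39) but not with 12 mice. Cat, Prdx1, Selenop and Nos2 are given as interactions. Selenop was past the threshold without C3HM 2 (-0.73), and the others in no setting run. The paper puts Prdx1 lowest in C57BF, and by medians this held here, with an FPKM of 301 in C57BF and 316 in C3HM. By means it was 299.9 in C57BF and 292 in C3HM, where C3HM 1 had 182. The paper lists Gpx1, Cat and Prdx1 as differing between strains. Averaged over the sexes, the log2 fold changes here were -0.00, 0.17 and -0.08, not past the threshold. For Gpx1 the strain difference had opposite directions in males and females. Of the 9 transcripts named, Gclc is listed in Table S3.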

Other observations

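In this part, the tests of nested F calls, shared sequences, scaling of the strain split, clock genes among strain calls, marker lists of other tissues and C3HM 2 were chosen after the result was seen, and the others before.

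Among 100 splits of the 12 mice into groups of the same sizes, 1 gave as many strain genes as the 1832 found, the real one, and the highest of the others gave 98. For sex this was 1 of 100, the real one, with 27 as the highest of the others. For the interaction, with 0 genes called and 2538 at an unadjusted p-value under 0.05, all 100 splits gave as many, so the splits show nothing. With nested F tests, 1 of 100 splits gave as many as the 577 sex genes (highest of the others 343) and 1 of 100 as many as the 458 interaction genes (highest of the others 325). The splits for the interaction exchanged sex labels within strain, so they cannot test it apart from the sex difference itself.

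In the 12 ATG mice in room air, which are separate mice, 84.4% of 1802 strain genes and 74.8% of 103 sex genes had the same direction and an unadjusted p-value under 0.05, against 29.5% and 13.1% of all genes tested. Recurrence was lower in hyperoxia, at 54.3% (saline) and 53.6% (ATG) of strain genes, against 26.7% and 26.5% of all genes tested, and at 23.3% and 28.4% of sex genes, against 8.59% and 5.05%. Of 362 interaction genes in the paper's Table S3, 14.1% did, against a median of 6.08% among 10000 random lists (p = 1e-04, the smallest they can give). The share is above that of the random lists, but those hold genes drawn separately, not genes that vary together. In the ATG mice in room air, Rn18s-rs5 was also higher in C3HM (9131 to 22813) than in C3HF (5339 to 6083), whereas C57BM and C57BF overlapped. Library composition may therefore recur as well. The list may hold some genes with an interaction in these strains, but the share cannot show it. The direction alone was the same for 75.1% of the 362. Most did not reach an unadjusted p-value under 0.05, but with 3 mice per group a missed interaction cannot be told apart from none. For sex, the 484 genes of Table S3 recurred at 48.6% of 453 tested. In the ATG mice in room air the sex difference was -0.00 for Rela (limma adjusted p = 0.99976) and -0.40 for Jun (limma adjusted p = 0.0385). The strain difference there was -0.92 for Gclc (limma unadjusted p = 2.46e-06) and -0.63 for Gpx2 (unadjusted p = 0.00952). It was -0.23 for Gpx1 (unadjusted p = 0.0150), 0.24 for Cat (unadjusted p = 0.0112) and 0.07 for Prdx1 (unadjusted p = 0.489).

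Of 18 clock genes, 11 were among the 104 sex genes, all lower in males without scaling and with median ratio scaling (9 called), and 10 lower and 1 higher with quantile normalization. None of 10000 random lists held more than 3. Dbp had an FPKM of 11.4 ± 4.70 in C3HM, 102 ± 9.54 in C3HF, 4.49 ± 1.56 in C57BM and 17.6 ± 5.84 in C57BF (SD, n = 3). All 11 recurred in the ATG mice in room air, and 0 clock genes were called for sex in either arm in hyperoxia. A time of tissue collection that differed between the sexes may explain this, but mice of all arms could share their collection times, so the recurrence of 11 cannot tell it apart from a sex difference in the clock. Of 22 immediate early genes, 4 were sex genes and 3 of these recurred, and handling before freezing cannot be told apart either. For strain, 10 of 18 clock genes were called, and 4 recurred, against a random median of 2 called and a highest of 8. The strain calls among clock genes were 7 higher and 3 lower in C3H in these mice, 1 higher and 2 lower in the ATG mice in room air, 0 higher and 5 lower in saline hyperoxia, and 1 higher and 9 lower in ATG hyperoxia. The direction was thus not the same in all arms. With a recurrence of 4 of 10, a collection time differing between the groups cannot be told apart from a strain difference that changes with the exposure.

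Strain calls were more frequent among genes sharing at least 0.2 of their 30-base sequences with other genes, at 17.6% of 2229, against a median of 11.9% and a highest of 14.2% among 1000 random lists. For hyperoxia the same genes were called less often (50.4%) than random lists (60.7%). Differences in sequence between the strains in genes with close relatives may thus shift reads between them, which could produce part of the 1832 calls. Among 75 ribosomal protein genes, 21 were called, 16 of them lower in C3H. Of the strain calls, 66.8% were lower in C3H without scaling and 51.7% with median ratio scaling. That scaling moved the median log2 fold change from -0.10 to -0.00, so a near-even split follows from it and cannot show whether a few genes taking a large share of FPKM caused the excess.

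The paper names C57Bl/6N and the description of the series the J substrain. C57BL/6J mice carry a deletion in Nnt. The ratio of mean Nnt FPKM in C3H over C57B was 0.880, 0.936, 1.16 and 0.867 in the 4 arms. Since 48.2% of the 30-base sequences of Nnt are shared with other genes, these ratios are uncertain, and with the highest at 1.16 they cannot tell the substrains apart.

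Within groups, the 11 heart muscle genes tested had a median standard deviation of 1.97 log2 units, against 0.248 for random lists, and varied together with a mean correlation of 0.623. The blood genes (0.904) and the fat cell genes (0.760) varied together as well, so pieces of heart or fat, and blood, in some lung samples may add to the spread between mice. C3HF 27 was highest for heart and fat genes and C3HM 3 for blood genes. For 3 thymus genes the mean correlation was 0.306, which is too few genes to tell. For 8 B cell genes it was 0.458 and their spread was 0.393 against 0.273, and the correlation was above the median of 0.0486 in 10000 random lists (p = 0.0032), so lymphoid tissue in some samples cannot be ruled out. Of the 8 B cell genes, 7 were called for strain with each of the 3 scalings and 7 in the ATG mice in room air, all of them lower in C3H. Whether this reflects B cells of the lung or lymphoid tissue in the samples cannot be told apart. In hyperoxia 1 of 6 and 1 of 7 were called lower in C3H, 1 of the 7 was called higher, and whether that differs from room air was not tested.

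C3HM 2 lies nearer to the C3HF mice than to C3HM 1 and C3HM 3, and without it the number of genes called rose for all 3 comparisons. Those fits leave C3HM 1 and C3HM 3, which had the highest Rn18s-rs5 of the 12 mice (25895 and 20766), against 11999 in C3HM 2. C3HM 2 may be a mislabelled female, but in 81.5% of 248 sex genes of the ATG mice in room air it was nearer to the males, as were C3HM 1 (71.0%) and C3HM 3 (72.2%), whereas the C3HF mice were nearer in 24.6% to 34.3%. A mislabelled sex is therefore not what the test shows, but it is not excluded. The 248 genes include 15 clock genes, and C3HM 2 was nearer to the males in all 15. A collection time shared with the males could give the same result, and no gene on chromosomes X or Y could be used. A candidate explanation is library composition that goes with Rn18s-rs5. Across the 45 other mice, within their groups, the position along the difference between C3HM 2 and the other C3HM mice was correlated with log2 Rn18s-rs5 (Pearson r = 0.585, permutation p = 0.00995, and Spearman rho = 0.426, permutation p = 0.0220). Without the 2 mice farthest from the median, r was 0.423. Composition thus remains a candidate for this mouse, a mislabelled sex is not excluded, and no biological explanation was tested.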
